# High-Throughput Screening for the Identification of New Therapeutic Options for Metastatic Pheochromocytoma and Paraganglioma

**DOI:** 10.1371/journal.pone.0090458

**Published:** 2014-04-03

**Authors:** Alessio Giubellino, Uma Shankavaram, Petra Bullova, Jan Schovanek, Yaqin Zhang, Min Shen, Nikita Patel, Abdel Elkahloun, Min-Jung Lee, Jane Trepel, Marc Ferrer, Karel Pacak

## Abstract

Drug repurposing or repositioning is an important part of drug discovery that has been growing in the last few years for the development of therapeutic options in oncology. We applied this paradigm in a screening of a library of about 3,800 compounds (including FDA-approved drugs and pharmacologically active compounds) employing a model of metastatic pheochromocytoma, the most common tumor of the adrenal medulla in children and adults. The collection of approved drugs was screened in quantitative mode, testing the compounds in compound-titration series (dose-response curves). Analysis of the dose-response screening data facilitated the selection of 50 molecules with potential bioactivity in pheochromocytoma cells. These drugs were classified based on molecular/cellular targets and signaling pathways affected, and selected drugs were further validated in a proliferation assay and by flow cytometric cell death analysis. Using meta-analysis information from molecular targets of the top drugs identified by our screening with gene expression data from human and murine microarrays, we identified potential drugs to be used as single drugs or in combination. An example of a combination with a synergistic effect is presented. Our study exemplifies a promising model to identify potential drugs from a group of clinically approved compounds that can more rapidly be implemented into clinical trials in patients with metastatic pheochromocytoma or paraganglioma.

## Introduction

Pheochromocytoma (PHEO) is a rare neuroendocrine tumor that develops in the adrenal medulla and represents the most common tumor in this location in children and adults [1]. Although often sporadic, PHEO or paraganglioma (an extra-adrenal tumor; PGL) may present in several familial syndromes, and certain subtypes are particularly prone to malignancy [2]–[4]. Studies of these familial syndromes have enormously improved our understanding of the underlying genetic basis of the disease, and several molecular pathways have been “put on the map” [3], [5], [6]. This knowledge is helping in charting a new era of therapeutic strategies for the disease. However, at the moment there is no treatment for metastatic PHEO/PGL that is either curative or capable of inducing durable responses [7], [8]. Several therapeutic options relieve patient symptoms and signs and decrease tumor burden, but relapses often occur, resulting in ultimate death [7], [9], [10].

From an industry perspective, drug development programs for rare (“orphan”) diseases such as PHEO/PGL (approximately 1,000 new cases are diagnosed in the US each year) are less appealing because of the low return on investment. Thus, alternative approaches must be sought to discover novel therapeutic options for these tumors. One potential strategy is to “recycle” drugs that have been approved for use in the treatment of other diseases, a strategy known as drug repurposing or repositioning [11]–[13]. Drugs that received regulatory approval have already proven to be safe and effective for a particular disease. In addition, historical information regarding their pharmacokinetics, pharmacodynamics and long-term side effects in a large population is available, which makes repurposing for other diseases less time-consuming and expedites their introduction into clinical trials that are very much needed. Of particular concern are patients carrying mutations in the SDHB gene, as these patients are more prone than other patients to develop more aggressive and metastatic disease [14], [15].

In the present study we identified and validated new therapeutic options for PHEO/PGL by screening the NIH Chemical Genomic Center (NCGC) Pharmaceutical Collection (NPC), a large library of clinically approved drugs [13], [16]. We then selected representative compounds from the top 50 active drugs from the initial screen and conducted further validation. We finally performed a meta-analysis using data from human and murine PHEO/PGL microarrays to attempt to identify molecular targets and pathways that can be affected by these drugs. We demonstrated, with an example of a synergistic drug combination, the potential benefit of our study in selecting drugs for combined therapies. Finally, we have introduced a new group of potential drugs from clinically approved compounds that could more rapidly be implemented into clinical trials in patients with metastatic PHEO/PGL.

## Materials and Methods

### Cell lines and reagents

We used the following cell lines, which represent the only available permanent PHEO cell lines available to the scientific community and include a range of models of PHEO. The rat PHEO cell line PC12, developed in 1976, has a MAX gene deletion that has been recently discovered in a human PHEO kindred [17]. The mouse MPC cell line, derived from *NF1* knock-out mice, represents a well differentiated model, with a behavior very similar to most slow-growing PHEO/PGL; interestingly, recent evidence points to NF1 loss of function as a frequent occurrence in sporadic PHEO [18]. Finally, the MTT cell line, which is rapidly growing and derived from the liver metastases of MPC cells, is a model related to some more aggressive human PHEO/PGL, with accelerated metastatic behavior [19]. The mouse PHEO cell lines MPC and MTT were maintained in DMEM supplemented with 10% fetal bovine serum (FBS) and 5% horse serum (Gibco), antibiotic/antimycotic. The rat PHEO cell line PC12 was maintained in DMEM supplemented with 10% FBS and antibiotic/antimycotic. Cells were grown until 80% confluence, then cells were detached using 0.05% trypsin/EDTA, incubated for 3 minutes at 37°C and resuspended and counted to obtain the desired concentration before experiments.

### Quantitative high-throughput proliferation assay summary and protocols for MTT cells

Cell viability after compound treatment was measured using a luciferase-coupled ATP quantitation assay (CellTiter-Glo, Promega) in MTT cells. The change of intracellular ATP content indicates the number of metabolically competent cells after compound treatment. MTT cells were harvested from T225 flasks and resuspended in DMEM medium with 5% FBS and 1% horse serum. Then 5 µl of a suspension of 200,000 cells/ml was dispensed into each well of white, solid bottom, 1536-well tissue culture–treated plates using a Multidrop Combi dispenser. After overnight culture at 37°C with 5% CO_2_, a total of 23 nl of compounds at 8 selected concentrations from the NPC or positive control (10 mM stock of doxorubicin hydrochloride) in DMSO was transferred to each well of the assay plate using a pintool (Kalypsys, San Diego, CA), and the plates were further incubated at 37°C with 5% CO_2_ for 24 or 48 hrs. After that, 4 µl of CellTilter-Glo™ luminescent substrate mix (Promega) was added to each well. The plate was incubated at room temperature for 15 minutes. The plates were measured on a ViewLux plate reader (PerkinElmer) with a clear filter. The final concentration of the compounds in the 5 µl assay volume ranged from 0.5 nM to 46 µM.

### NPC library screening

The NPC consists of 3,826 small molecule compounds, with 52% of the drugs approved for human or animal use by the FDA [16]. The remaining drugs are either approved for use internationally (i.e. in Europe, Canada, or Japan), or are compounds that have been tested in clinical trials. Additional detailed information on the drug library can be found at http://tripod.nih.gov/npc/.

The compounds from the NPC library were prepared as 15 interplate titrations, which were serially diluted 1∶2.236 in dimethyl sulfoxide (DMSO) (Thermo Fisher Scientific, Waltham, MA) in 384-well plates. The stock concentrations of the test compounds ranged from 10 mM to 0.13 µM. The transfer of the diluted compounds from 384-well plates to 1536-well plates was performed using an Evolution P^3^ system (PerkinElmer Life and Analytical Sciences, Waltham, MA). Each treatment plate included concurrent DMSO and positive control wells and concentration-response titrations of controls, all occupying columns 1 to 4. During screening, the compound plates were sealed and kept at room temperature, whereas other copies were maintained at −80°C for storage.

### Data analysis

#### qHTS data analysis and curve fitting

To determine compound activity in the qHTS assay, the titration-response data for each sample were plotted and modeled by a four parameter logistic fit yielding IC_50_ and efficacy (maximal response) values. Raw plate reads for each titration point were first normalized relative to positive control (doxorubicin hydrochloride, 100% inhibition) and DMSO-only wells (basal, 0%). Curve-fits were then classified by the criteria described [20]. Usually the qHTS screen yielded hits with a wide range of potencies and with substantial variation in the quality of the corresponding CRCs (efficacy and number of asymptotes), which included samples associated with shallow curves or single-point extrapolated concentration responses; these were assigned as low-confidence actives. In brief, Class 1.1 and 1.2 were the highest-confidence complete CRCs containing upper and lower asymptotes with efficacies ≥80% and <80%, respectively. Class 2.1 and 2.2 were incomplete CRCs having only one asymptote with efficacy ≥80% and <80%, respectively. Class 3 CRCs showed activity at only the highest concentration or were poorly fit. Class 4 CRCs were inactive, having a curve-fit of insufficient efficacy or lacking a fit altogether.

There were a total of 30 plates in the primary qHTS screen, which included 24 plates corresponding to the NPC library set and 6 DMSO plates. Compounds from the primary qHTS screen were classified into three categories according to the quality of curve fit and efficacy. Actives were compounds in curve class 1.1, 1.2, 2.1 and 2.2 curves with efficacy higher than 60%; inactives were compounds with class 4 curves; and inconclusive included all other compounds including those shallow curves and curves with single point activity.

### Cell proliferation assay

Cell proliferation was determined by the MTT assay (also referred as 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide assay). MTT cells (15×10^3^) were incubated in 96-well plates for 24 hours in complete medium before the addition of the indicated compound. A solution of 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (1 mg/ml; Sigma-Aldrich) was added and plates were incubated at 37°C for 3 hours before measuring absorbance at 562 nm using a Wallac Victor 3 1420 Multilabel plate reader (Perkin Elmer).

### Drug treatment and Western blotting

For PARP cleavage, MTT cells were treated with the indicated dose and concentration of drug for 20 hrs at 37°C and 5% CO_2_. Cleaved and full-length PARP (rabbit anti-PARP antibody from Cell Signaling and HRP-conjugated anti-rabbit antibody from Jackson ImmunoResearch) and actin (mouse anti-actin antibody from Millipore and HRP-conjugated anti-mouse antibody from Jackson ImmunoResearch), for loading control, were measured by immunoblotting.

### Determination and quantification of viable cells by flow cytometry

PC12 cells were plated overnight and incubated with three different concentrations of the various drugs for 24 hrs. To determine apoptotic and viable cells, cells were washed with PBS buffer (2 mM EDTA, 0.05% BSA in PBS) and stained with 5 µl of 7-AAD (BioLegend) for 10 min. Cells were acquired by flow cytometry (MACSQuant Analyzer, Miltenyi Biotec) and 7-AAD-negative viable cells (%) were analyzed by FlowJo software (Tree Star).

### Murine MTT cell microarray processing and analysis

Three separate MTT cell samples were prepared according to Affymetrix protocols (Affymetrix, Inc.). RNA quality and quantity was ensured using a Bioanalyzer (Agilent, Inc.) and NanoDrop (Thermo Scientific, Inc.) respectively. Per RNA labeling, 200 ng of total RNA was used in conjunction with the Affymetrix recommended protocol for GeneChip 1.0 ST chips.

The hybridization cocktail containing fragmented and labeled cDNAs was hybridized to the Affymetrix Mouse Genome ST 1.0 GeneChip. The chips were washed and stained by the Affymetrix Fluidics Station using the standard format and protocols as described by Affymetrix. The probe arrays were stained with streptavidin phycoerythrin solution (Molecular Probes, Carlsbad, CA) and enhanced using an antibody solution containing 0.5 mg/ml of biotinylated anti-streptavidin (Vector Laboratories, Burlingame, CA). An Affymetrix Gene Chip Scanner 3000 was used to scan the probe arrays. Gene expression intensities were calculated using Affymetrix AGCC software.

Partek Genomic Suite was used to RMA normalize (Robust Multichip Analysis), summarize, logtransform the data, and run ANOVA analysis and hierarchical clustering. The Series entry for the murine microarray in the NCBI Gene Expression Omnibus (GEO) database has been approaved with the following number: GSE51832 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51832).

### Microarray data analysis

RNA extraction from MTT cells was performed as previously described [21]. RNA quality and quantity were ensured using Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA) and NanoDrop (Thermo Scientific, Wilmington, DE, USA) analysis, respectively. Samples in triplicate were processed following the recommended Affymetrix protocol. Fragmented and labeled cDNA was hybridized onto Mouse GeneChip 1.0ST chip arrays (Affymetrix, Santa Clara, CA, USA). Staining of biotinylated cDNA and scanning of arrays were performed according to the manufacturer's recommendations. These data are available at the GEO database. Raw CEL-files were imported into R statistical package [22] (http://www.bioconductor.org) to perform probe set summarization, background subtraction, and quantile normalization using the RMA method. Gene-wise ***Z***-score normalization across all samples was applied to adjust for technical variation [23]. The replicate correlation was measured to be >0.98, and an average of replicates was used for further analysis.

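Over the 34760 probe sets, Pearson's r between the log2 signals of MTT arrays was 0.9974 to 0.9978, and between those of MPC arrays 0.9969 to 0.9973. Arrays of different lines correlated almost as closely, at 0.9960 to 0.9967, since most of the spread of the signals lies between probe sets and is common to all arrays. The number of probe sets that differed more than 2-fold within a pair of arrays separates the lines more clearly: it was 45 to 58 within MTT cells, 80 to 91 within MPC cells and 111 to 136 between the lines. These values are on the log2 scale before Z-scores. After gene-wise Z-scores over the 6 arrays, which remove the spread between probe sets, r within MTT cells was -0.08 to 0.02 and r between the lines was -0.37 to -0.16.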

A subset of patient data that was previously published [24] (GSE 39716) containing *SDHB* mutation samples was used for comparison with MTT cell line expression. Gene targets for the drugs tested on MTT cell lines were compiled from databases (NPC, Drug Bank and Therapeutic Target Database), and a total of 2129 genes were mapped to 22 drugs (Table S3). Datasets from mouse cell lines and SDHB samples were independently scaled to Z-scores before merging them. The merged data was subset by the common genes from drug targets, with a total of 1753 genes in common.

Genes corresponding to <2-fold change between the MTT cell line and SDHB PHEO datasets were considered for further analysis. This selection criterion resulted in a list of 1440 genes with an overall correlation of 0.86. To evaluate the similarity of drug targets between MTT vs. SDHB samples, a Pearson correlation coefficient was computed between a set of target genes from each drug with an overall average correlation of 0.8.

### Network construction, visualization and analysis

Two metabolic models corresponding to different levels of information were constructed. One is a general model that contains the 22 tested drugs and their curated target genes. The second network derives from the first one, which is based on the top 20 hub nodes. Network assembling, visualization and determination of statistical parameters were performed using Cytoscape v2.8.3 [25]. For functional and topological analysis, Reactome FI [26] and cytoHubba, plugins for Cytoscape were used. The Reactome FI plugin was designed to find network patterns related to cancer and other types of disease. This plugin accesses the Reactome FI network, a highly reliable, manually curated pathway-based protein functional interaction network covering close to 50% of human proteins, and allows construction of a FI subnetwork based on a set of genes. The cytoHubba plugin allows analysis of the topology of interaction networks and identification of essential nodes (hub nodes) that may serve as candidates of drug targets for developing novel therapies. The subnetwork of these essential nodes may help us get a more precise insight into the functions and how they collaborate together. As a measure of node importance, eccentricity scores were computed. The eccentricity is a node centrality index. The eccentricity of a node v is calculated by computing the shortest path between the node v and all other nodes in the graph, then choosing the “longest” shortest path (let (v, K) be a path, where K is the most distant node from v). Once this path with length dist(v, K) is identified, its reciprocal is calculated (1/dist(v,K)). By doing that, an eccentricity with higher value assumes a positive meaning in terms of node proximity.

We have included a cytoscape network file (for figure 3B) in the Cytoscape Network S1, that can be viewed by installing the cytoscape program (http://www.cytoscape.org/download.html).

**Figure 3:**
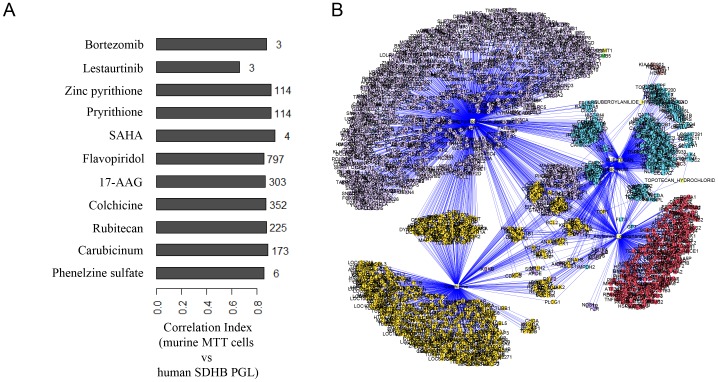
Drugs-gene targets correlation and network. A) Drug name and number of high correlated genes mapped from the human PHEO and the murine MTT microarray data set. B) Connected node network representation in which all the targets of each drug are connected to the targets of all other drugs in the network.

### Drug synergism analysis

For the synergism study we used the CalcuSyn Windows software for dose-effect analysis and synergism/antagonism quantification, following the manufacturer's instructions. Drug synergism was determined from median effect analysis equations developed by Chou-Talalay [27], [28]. Cell proliferation data (MTT assay) were analyzed using CalcuSyn software (Biosoft UK). Combination Index (CI) indicates *additivity* when CI = 0.8–1.2; synergism when CI<0.8; and antagonism when CI<1.2. The DRI shows the potential dose reduction of each single drug in synergistic combination at a given effect level achieved by combining these drugs.

## Results

### High-throughput screening (HTS) of the NPC Library

We screened the NIH Chemical Genomic Center Pharmaceutical Collection of clinically approved drugs, which contains 1,760 US FDA approved drugs, 785 drugs approved by other countries, 1,225 compounds in clinical trials and 56 bioactive molecules, employing a model of metastatic PHEO (by using MTT mouse PHEO cells), the most common tumor of the adrenal medulla.

The assay, in a 1536 HTS plate format, measured cell viability by determining metabolically active cells (viable cells) in culture using a luciferase, ATP-dependent readout (as described in Material and Methods), at two different time points of compound incubation (24 hrs and 48 hrs). A number of compounds showed significant cell killing, with potency below 10 µM (at 48 hrs, when the compounds showed to be more potent and efficacious). Compounds were tested at 8 doses using a quantitative HTS (qHTS) approach [20].

The qHTS identified 76 high-confidence active compounds (Table S1) with curve class (CRC) 1.1, 1.2, 2.1 and 2.2 [20], with the maximal inhibition over 60%, 3481 inactive and 269 inconclusive compounds with lower confidence CRC or showing low efficacy in the MTT cell line. Of the 76 high-confidence actives, 40 had efficacy higher than 60% and potency below 10 µM, which corresponded to a 1% hit rate from the qHTS screening. Five compounds showed significant cell killing effect with potency less than or equal to 1 µM: the protein synthesis inhibitor and antileukemic (induces apoptosis) drug homoharringtonine (IC_50_ = 0.24 µM); the tubulin inhibitors colchicine (IC_50_ = 0.47 µM), nocodazole (IC_50_ = 0.53 µM) and fenbendazole (IC_50_ = 1 µM); and the proteasome inhibitor bortezomib/velcade (IC_50_ = 0.59 µM). Table S2 shows the results of the full library of compounds, including active, inconclusive and inactive compounds. Then we performed an enrichment analysis into therapeutic categories of the compounds obtained from the primary screening. We identified that the top 5 enriched drug categories active in MTT cells were antiseptic, antimalarial, antineoplastic, estrogen and anthelmintic agents (Figure S1). However, these categories also represented the ones with fewer compounds, so, relatively, the two major categories with the most hits were represented by antineoplastic and antiseptic drugs (Figure S1). Top-ranked hits (50 compounds) based on the CRC, efficacy and potency are reported in Table 1.

**Table 1:** Top-ranked compounds (hits) with high confidence antiproliferative activity in MTT PHEO cells.

Sample Name	Curve Class	IC_50_ (µM)	Efficacy (%)
Colchicine^1^ (Colcrys)	−1.1	0.47	−85
Dipyrithione (Crimanex)	−1.1	1.50	−81
Zinc pyrithione	−1.1	2.11	−91
1-Hydroxypyridine-2-thione zinc salt	−1.1	2.11	−96
Mersalyl sodium	−1.1	2.66	−92
Auranofin (Ridaura)	−1.1	2.66	−87
Thimerosal^4^	−1.1	2.99	−87
Deslorelin acetate (Suprelorin)	−1.1	2.99	−89
Paclitaxel^1^ (Abraxane, Onxol)	−1.2	0.04	−51
5-Aza-2′-deoxycytidine, Decitabine^2^ (Dacogen)	−1.2	0.07	−52
Homoharringtonine	−1.2	0.24	−74
Trimetrexate glucuronate^5^ (Neutrexin)	−1.2	0.38	−51
Rubitecan^2^ (Orathecin)	−1.2	0.42	−55
Nocodazole^1^	−1.2	0.53	−60
Fenbendazole^1^ (Panacur)	−1.2	1.01	−61
Artemisinimum	−1.2	1.33	−60
Carmofur (Mifurol)	−1.2	1.88	−57
Suberoylanilide hydroxamic acid^2^ (SAHA) (Zolinza)	−1.2	2.37	−59
Tenovin-1	−1.2	2.66	−56
Carubicinum^2^	−1.2	2.99	−59
Captan^4^	−1.2	2.99	−66
Lissamine green B	−1.2	6.68	−54
Mycophenolic acid (CellCept, Myfortic)	−2.1	1.14	−97
Tyrothricin^4^	−2.1	1.50	−84
Mycophenolate mofetil	−2.1	1.68	−92
Brilliant Green^4^	−2.1	1.68	−108
Rotenone^5^	−2.1	2.66	−124
Lestaurtinib	−2.1	2.66	−83
Ciclopirox ethanolamine	−2.1	4.53	−85
RTA 402	−2.1	6.68	−108
Sanguinarine	−2.1	8.41	−88
Proflavine hemisulfate^2^	−2.1	8.41	−92
Parthenolide	−2.1	8.41	−104
Bortezomib^3^ (Velcade)	−2.2	0.60	−75
Albendazole^1^ (Albenza)	−2.2	0.72	−58
Sobuzoxane^2^ (Perazolin)	−2.2	0.84	−56
Azacitidine^2^ (Vidaza)	−2.2	1.33	−71
Tiquizium bromide	−2.2	1.88	−52
Flavopiridol hydrochloride hydrate	−2.2	1.88	−71
Ancitabina	−2.2	2.37	−68
Ethaverine hydrochloride	−2.2	3.60	−60
2,2′,4′-Trichloroacetophenone	−2.2	3.76	−71
Berberine chloride	−2.2	4.22	−54
17-Allylamino-geldanamycin (17-AAG)	−2.2	4.22	−81
Proguanil hydrochloride^5^	−2.2	4.53	−60
Topotecan hydrochloride^2^ (Hycamtin)	−2.2	4.73	−90
Phenelzine sulfate	−2.2	5.08	−53
Oxapium iodide	−2.2	6.68	−60
Methyl violet^4^	−2.2	7.50	−70
Malachite Green Oxalate	−2.2	8.41	−61

The table illustrates the drug name, efficacy, IC_50_ (in µM) and curve class.

1 Anti-tubulin agents;

2 Drugs targeting DNA and nucleotide analogues;

3 proteasome inhibitors;

4 antimicrobial agents;

5 antimetabolite.

### Secondary screening of selected drugs

The top 50 drugs considered active compounds based on the primary screening were grouped and mostly classified in 5 main functional categories: 1) antitubulin agents; 2) drugs targeting DNA and nucleotide analogues; 3) proteasome inhibitors; 4) antimicrobial agents; 5) antimetabolite. We found that antitubulin agents, which have a prominent class effect on protein polymerization and mitotic spindle organization, were the drug category with the most entries in the top compounds in the high-confidence list (five entries, which included colchicine, paclitaxel, and several –azoles drugs). Another class effect was represented by topoisomerase inhibitors (including carubicinum, rubitecan, sobuzoxane and topotecan), which have a prominent effect on DNA replication and telomerase maintenance.

A representative selection of compounds from the categories described above were selected for further investigation and validated in additional assays to confirm the activity of the hits from the HTS screen. For the secondary assays, we took advantage of a traditional proliferation assay, namely the colorimetric MTT assay, and a flow cytometric analysis for viable cells after drug treatment. We used three different PHEO cell lines, namely PC12, MPC and MTT cells (see Material and Methods for a complete description). All the compounds tested produced dose-response curves in all three cell lines, and were potent compounds having IC_50_ values in the low nanomolar range (Figure 1).

**Figure 1:**
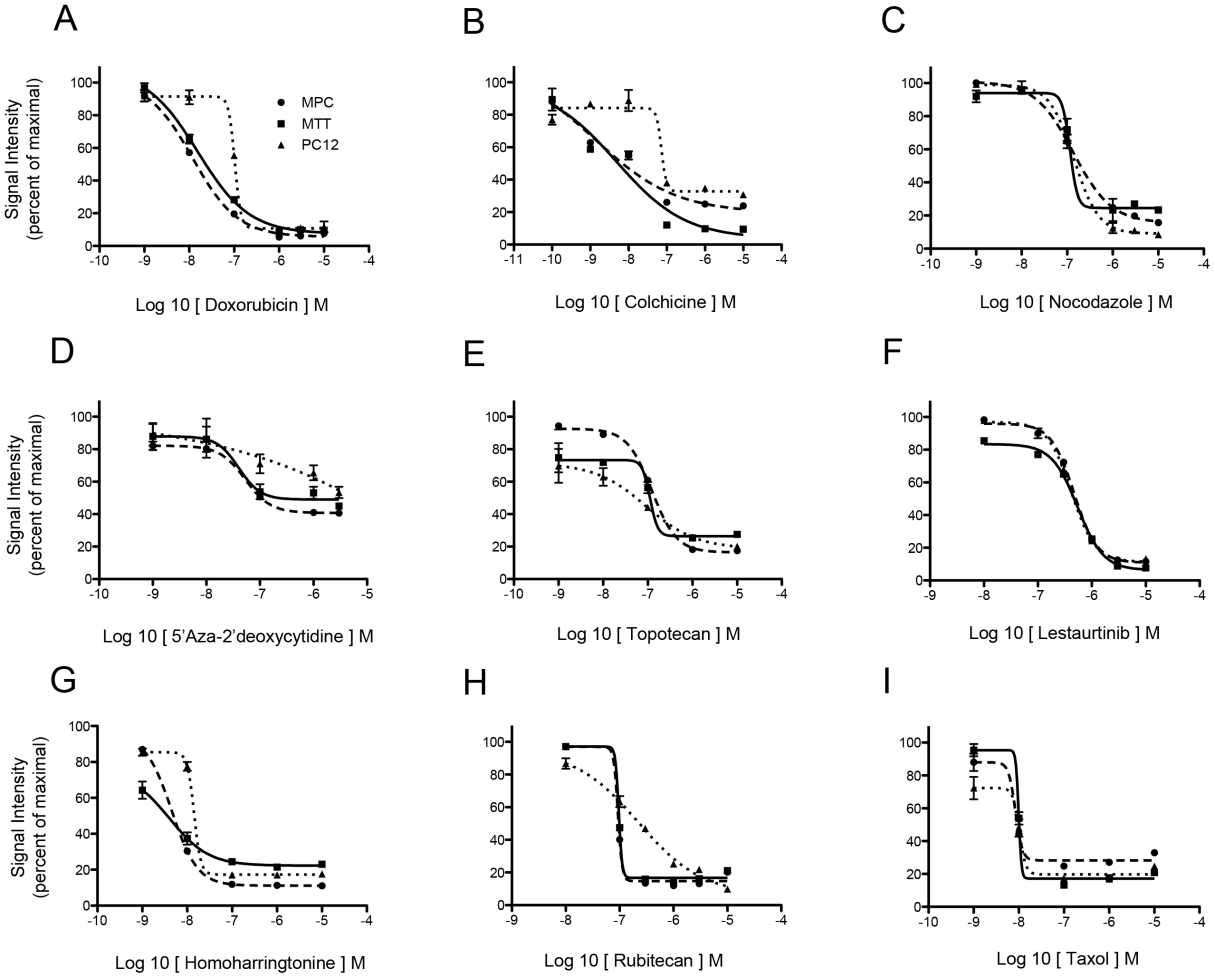
Validation of primary screening. *Panel A and B:* Dose response curves of the selected compound in MPC, MTT and PC12 PHEO cell lines. The Y-axis represents signal intensity as a percent of the maximal value. The X-axis represents the log 10 concentrations of the respective compound (inside square brackets).

To further validate the activity of the selected compounds, we performed a flow cytometry cell viability assay using 7-AAD after overnight treatment with the selected compounds (Figure 2A). In addition, a Western blot assay was used for detection of PARP cleavage (Figure 2B) in MTT cells after 20 hr treatment. Our results from both assays from two different cell lines confirmed the activity of several antitubulin agents, including colchicine, taxol and nocodazole. Other compounds with dose-related activity included the HDAC inhibitor suberoylanilide hydroxamic acid (SAHA), the tyrosine kinase inhibitor lestaurtinib (which is an inhibitor of FLT3, JAK2, TrkA, TrkB and TrkC) and the topoisomerase inhibitor rubitecan. Furthermore, the Hsp90 inhibitor 17-AAG showed activity, confirming previously published results [29].

**Figure 2:**
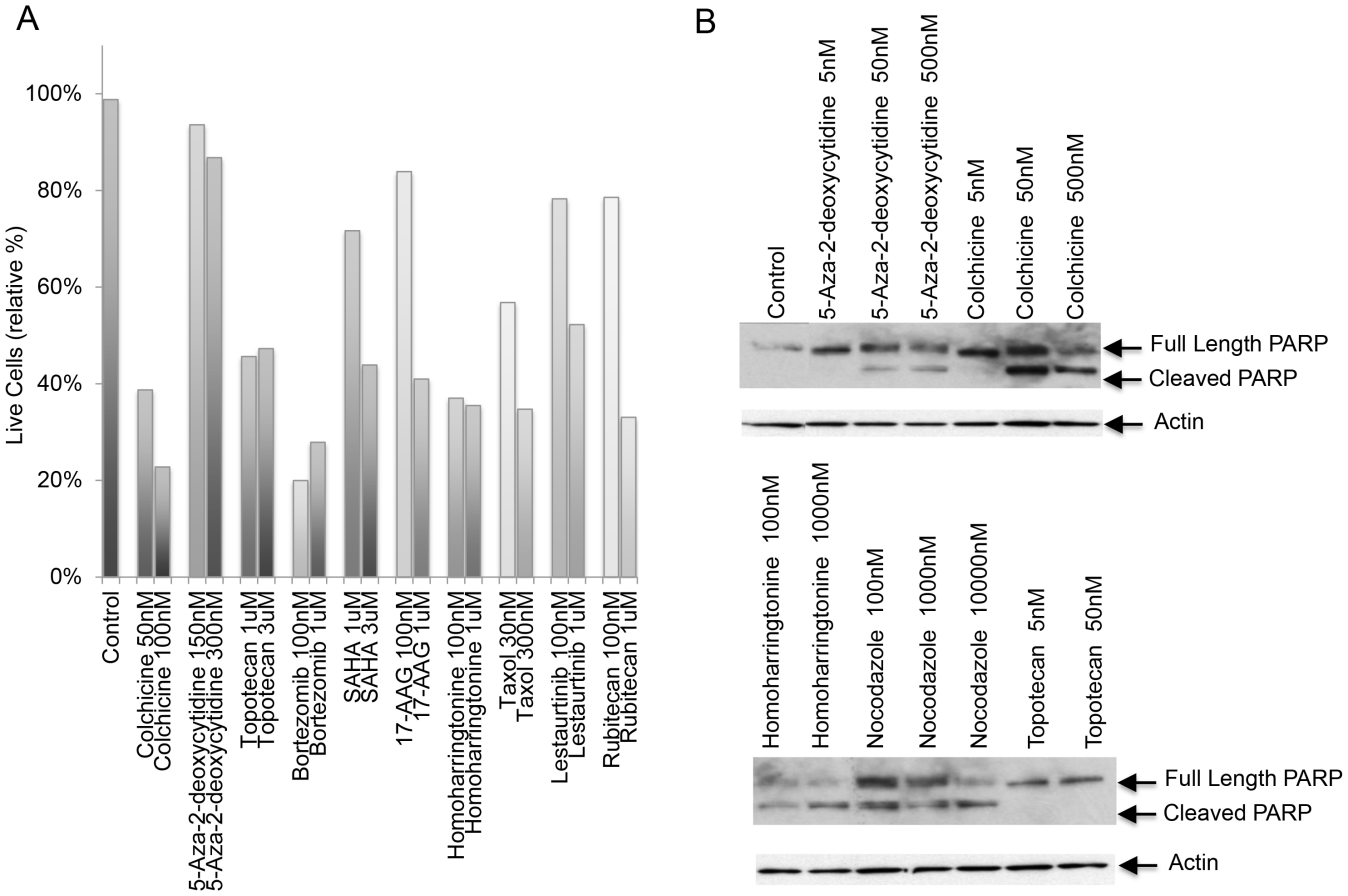
Apoptosis induced by screened drugs. A) To quantify viable cells, the membrane impermeable dye 7-amino actinomycin D (7-ADD) was added to a cell suspension of PC12 cells, after overnight treatment with the respective compound. The bar graph represents relative live cell percentage. B) MTT cells were cultured with the indicated drug and dose for 20 hr and total cell lysates were subjected to Western blot for full-length PARP, cleaved PARP and actin.

### Microarray data analysis and metabolic model

Because the primary and secondary screening was performed in murine cell lines (due to the unavailability of human PHEO cell lines), a strategy using microarray data from murine and human samples was used to further select a clinically relevant set of drugs from our data that could be potentially developed in human clinical trials. We first compiled a list of genes directly targeted by the top drugs discovered by our primary screening using the NPC library databank. Compounds for which information on specific targets was not available were excluded from the analysis. Based on the list of genes compiled, we selected a subset of microarray data from a new murine MTT cell microarray and a published human SDHB microarray. In particular, we focused our attention on the human microarray of patients with SDHB disease, as these patients are the ones that can benefit the most from the discovery of novel therapies. 

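RNA of 3 samples of MTT cells and 3 of MPC cells was hybridised to 6 Affymetrix Mouse Gene 1.0 ST arrays, which read 1 colour per array. The methods describe separate MTT samples grown to 80% confluence with 200 ng of RNA each. They do not describe the MPC arrays, whose line is taken from the title and cell type in the submitters' labels. The field for tissue source reads liver metastasis and that for growth names the MTT line. Both are the same on all 6 samples, so the MPC grouping rests on the other fields. No source used here says that the samples of a line came from separate cultures, so p-values measure the spread between these samples. The authors summarised the probes of each probe set with the RMA method (background subtraction and quantile normalization) and deposited log2 values; the gene-wise Z-scores of the methods are not in them. The median log2 signal was 7.73 to 7.76 on the MTT arrays and 7.73 to 7.77 on the MPC arrays. No 2 arrays held identical values.
From there, the 21640 probe sets with exactly 1 gene symbol in the platform's annotation were kept, which leaves 1321 with several symbols and 11799 that are not named here. Where a gene had several probe sets the brightest was used, which gave 19937 genes. MTT and MPC cells were compared with limma on the log2 signals, with Benjamini-Hochberg adjustment over all genes. Gene groups were tested with limma's camera over 35 lists, with a preset correlation of 0.01 between members. Genes without a probe set of their own among these are not reported. An array signal includes a background that differs between probe sets, which compresses folds at low signal, and the number of arrays limits the precision. The human arrays and the drug target lists that the correlation of Figure 3A uses were not analysed here.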

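MTT cells and MPC cells, the line from whose liver metastases MTT cells derive, differed in 1569 of 19937 genes tested, 784 higher and 785 lower in MTT cells (limma, adjusted p under 0.05). The differences were small: the median absolute log2 difference of these genes was 0.23, and 33 genes changed at least 2-fold, 17 higher and 16 lower. Nxf3, of the family of mRNA export factors, was 10.00 ± 0.01 (SD, n = 3) in MTT and 6.22 ± 0.08 (SD, n = 3) in MPC cells, a log2 difference of 3.78 (limma adjusted p = 6.15e-09), with an MPC signal that is not shown to lie above background. Camk4, a calcium-dependent kinase, rose by 2.25 on the log2 scale, Naalad2 by 2.00, the imprinted gene Nnat by 1.72, Mgat4c by 1.50, Zfp57 by 1.39, Prkg1, on chromosome 19, by 1.34, the surface protein Cd24a by 1.29, the matrix proteoglycan Vcan by 1.27 and Minar2 by 1.23. Nrn1, which promotes neurite growth, fell by 2.68, from 9.36 ± 0.03 (SD, n = 3) in MPC to 6.68 ± 0.08 (SD, n = 3) in MTT cells (limma adjusted p = 7.14e-08). Vcan and Nrn1 lie on chromosome 13. Tex13b fell by 1.61, Tshr, the thyrotropin receptor, fell by 1.59, the Rac regulator Chn2 fell by 1.53, the transcription factor Tbx15 fell by 1.40, As3mt, on chromosome 19, fell by 1.22, the adenylate kinase Ak4 fell by 1.18 and Lmo4 fell by 1.17. The MPC signal of Naalad2, at 5.10, and the MTT signal of Tex13b, at 5.72, are also not shown to lie above background. The same limit holds for other signals under the median of 7.74. Among them are the MPC signals of Camk4 (6.77) and Mgat4c (6.46) and the MTT signals of Nrn1 (6.68), Tshr (6.72) and Tbx15 (6.81). The paper does not report the comparison of MTT and MPC cells.
Genes of proliferation were not called as a list (camera adjusted p = 0.754, mean log2 difference -0.016). Of 36 measured cell cycle genes, none was higher and 2 were lower in MTT cells, and none passed when adjusted over the list alone. With a mean-variance trend 4 were lower, and among genes above the median signal 3 were. After each of 2 further normalizations 1 was lower, and in the fits without 1 array 0 or 1. Kif11, a mitotic kinesin on chromosome 19, had a log2 difference of -0.17 and Cenpe, a kinetochore kinesin, one of -0.15, and these calls ended in 5 and 6 of the 6 fits that left out 1 array (adjusted p 0.0709 to 0.114 for Kif11 and 0.0775 to 0.133 for Cenpe). Cdk1 was 12.71 ± 0.04 (SD, n = 3) in MTT and 12.73 ± 0.01 (SD, n = 3) in MPC cells, and Top2a was 12.66 ± 0.03 (SD, n = 3) and 12.68 ± 0.03 (SD, n = 3). None of 11 cell cycle inhibitors passed limma's test, over all genes or adjusted over the list alone, and 4 had an unadjusted p under 0.05. Of these inhibitors, 1 was lower with a mean-variance trend, with the replicate number as a block and among genes above the median signal. Genes of chromosome 13 were higher and those of chromosome 19 lower in MTT cells as whole chromosomes, and 31.8% of all genes higher in MTT cells lie on chromosome 13, which holds 3.67% of the genes tested. Without the genes of both chromosomes, an alternative chosen after the data were seen, 469 genes were higher and 601 lower. Without moderation of the variances 824 genes passed, and without MTT replicate 2, 891.

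**Figure D1:**
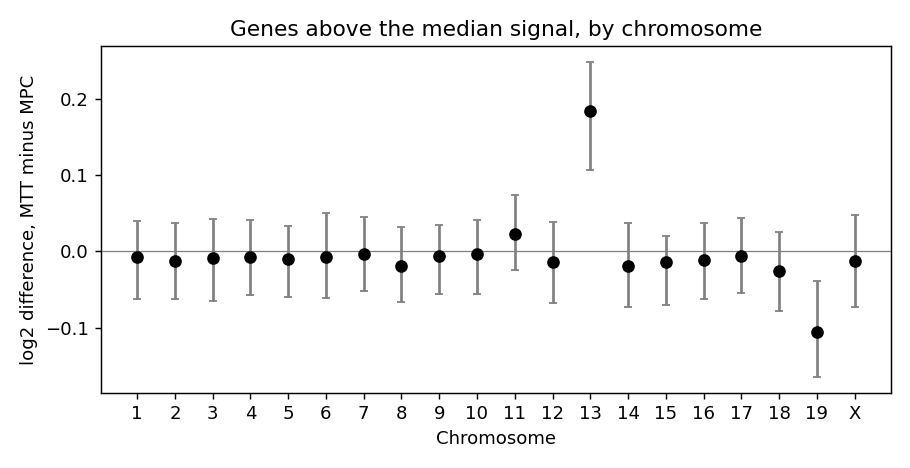
log2 difference between MTT and MPC cells (MTT minus MPC) of genes above the median signal, by chromosome. Points are medians and bars run between quartiles. The median is 0.18 on chromosome 13 and -0.11 on chromosome 19.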

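Genes of the chromaffin phenotype differed in single members. Of 12 measured genes of catecholamine synthesis, storage and uptake, 1 was higher and 2 were lower in MTT cells at an adjusted p under 0.05 from limma, and the same counts held when adjusted over the list alone. None was lower without MTT replicate 2 or 3 or MPC replicate 1 or 2, and 1 was lower without either of the others. Slc18a1, a vesicular monoamine transporter, had a log2 signal of 9.81 ± 0.05 (SD, n = 3) in MTT and 9.54 ± 0.03 (SD, n = 3) in MPC cells. Slc6a2, the noradrenaline transporter, was lower in MTT cells by a log2 difference of -0.25 (standard error 0.06, limma adjusted p = 0.038), a call that ended in each of the 6 fits that left out 1 array (adjusted p 0.0542 to 0.109). Cyb561, the electron carrier of the granule membrane, had a log2 difference of -0.17, a call that ended in 4 of those 6 fits (adjusted p 0.0641 to 0.0798). Pnmt, which makes adrenaline from noradrenaline, had a log2 difference of -0.10 and did not pass the test (limma adjusted p = 0.132).
Genes of dense-core granules and neuroendocrine secretion were higher in MTT cells on balance, with 6 of 24 measured genes higher, 1 lower and 17 not past the threshold (8 higher and 1 lower when adjusted over the list alone; none lower in 5 of the 6 fits without 1 array, the exception being MPC replicate 3). Cadps, which primes granules for release, rose by 0.76 on the log2 scale in MTT against MPC cells (standard error 0.04, limma adjusted p = 3.07e-05). The granins Scg2 and Scg3 rose by 0.55 and 0.26, and Pam, which amidates peptides in granules, by 0.28. Limma's camera test gave an adjusted p = 0.00213 for this list. The call ended with an estimated correlation (adjusted p = 0.358) and with camera on ranks (adjusted p = 0.0684). Of 19 measured genes of neuronal structure, 7 were higher and 3 lower in MTT cells (10 higher and 3 lower when adjusted over the list alone; 1 lower without MTT replicate 1 or 3 or MPC replicate 1), with camera adjusted p = 0.000239, and adjusted p = 0.227 with an estimated correlation. Gap43, a growth cone protein, was 10.96 ± 0.04 (SD, n = 3) in MTT and 10.26 ± 0.03 (SD, n = 3) in MPC cells. Prph, which encodes the intermediate filament peripherin, went the other way, from 10.84 ± 0.08 (SD, n = 3) in MPC to 9.83 ± 0.08 (SD, n = 3) in MTT cells. Among 16 sympathoadrenal transcription factors and receptors, 2 were higher and 4 lower (3 and 5 when adjusted over the list alone; 1 higher in each fit without 1 array except that without MTT replicate 2), and the list as a whole did not pass (camera adjusted p = 0.758, with a median log2 difference of 0.00 and a mean of -0.06). The nicotinic receptor subunits Chrna3 and Chrnb4 were lower, with log2 differences of -0.57 and -0.41. Isl1, a transcription factor on chromosome 13, rose by 0.31. The probe set of Nf1 read 10.55 ± 0.00 (SD, n = 3) in MTT and 10.58 ± 0.02 (SD, n = 3) in MPC cells (limma adjusted p = 0.702), and nothing here tells the alleles of Nf1 apart. Of 18 genes of Ras-MAPK feedback and output, 2 were higher and 2 lower (3 and 3 when adjusted over the list alone), and 1 was higher and 1 lower without MTT replicate 1, 2 or 3 or MPC replicate 3. The calls of Dusp4, with a log2 difference of 0.21, and Egr1, with one of -0.32, each ended in 5 of the 6 fits without 1 array (adjusted p 0.0549 to 0.0881 and 0.0583 to 0.121). Spry1 rose by 0.26 and Fos fell by 0.63 on the log2 scale, the latter a call that ended without moderation of the variances (adjusted p = 0.0753).

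**Figure D2:**
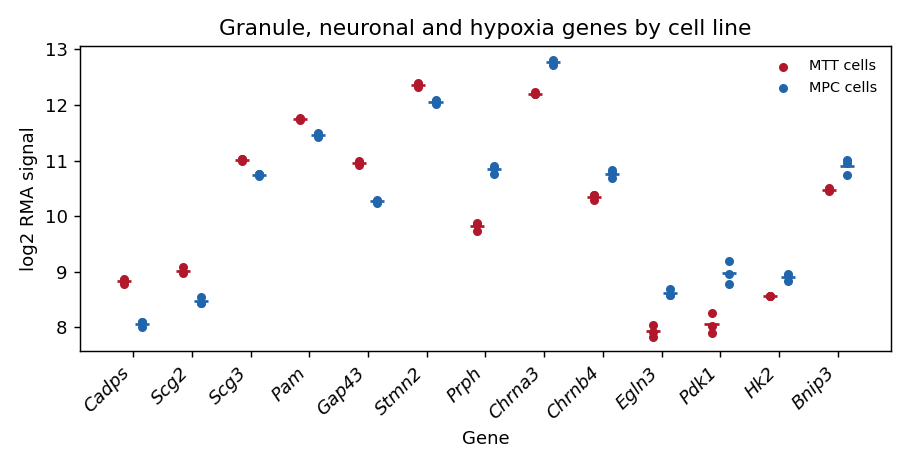
log2 RMA signal (vertical axis) of 13 genes of granules, neuronal structure, nicotinic receptors and the hypoxia response (horizontal axis) on the 3 MTT arrays (red) and the 3 MPC arrays (blue). Each point is 1 array and each bar the mean of 3. For Prph the MTT mean is 9.83 and the MPC mean 10.84. Levels of different genes are not comparable.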

To extrapolate the murine screening data for clinical relevance, for each drug we measured the Pearson correlation coefficient between the target genes and the expression profiles from these two microarray data sets (Figure 3A). This analysis allowed us to bridge and relate the data from the murine screening with the data from an available human PHEO expression profile [24].

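The murine side of this comparison is the level of the drugs' targets in MTT cells, and for most of the targets looked at here it was close to that in MPC cells. The genes were listed from the named actions of the drugs, since the study's own target list was not used here. Of 14 measured tubulins, the targets of colchicine, paclitaxel and nocodazole, 2 were higher in MTT cells and none was lower (4 higher when adjusted over the list alone). Tubb6 was 11.05 ± 0.07 (SD, n = 3) in MTT and 10.74 ± 0.05 (SD, n = 3) in MPC cells, and the neuronal Tubb3 was 11.40 ± 0.08 (SD, n = 3) and 11.11 ± 0.05 (SD, n = 3); both calls ended without moderation of the variances. Of 17 genes of the proteasome core, which bortezomib blocks, 2 were lower, and both encode subunits of the immunoproteasome: Psmb9 fell by 0.47 (standard error 0.04, limma adjusted p = 0.00033) and Psmb8 fell by 0.38 on the log2 scale, a call that ended without MTT replicate 2 (adjusted p = 0.0542) and without moderation of the variances (adjusted p = 0.125). The same 2 genes were called when adjusted over the list alone. None of the 3 measured Hsp90 chaperones, the targets of 17-AAG, passed limma's test (0 at an unadjusted p under 0.05), and Hsp90aa1 read 13.05 in both lines.
Jak2, a target of lestaurtinib on chromosome 19, fell by 0.18 (limma adjusted p = 0.0167), a call that ended in 3 of the 6 fits that left out 1 array (adjusted p 0.0573 to 0.0690), while Flt3, Ntrk2 and Ntrk3 did not pass. Cdk7, a target of flavopiridol on chromosome 13, rose by 0.17, a call that ended in 5 of those 6 fits (adjusted p 0.0579 to 0.0861). That call also ended with the replicate number as a block (adjusted p = 0.0502) and with the mean of its probe sets (adjusted p = 0.0621). Cdk1, Cdk2 and Cdk9 did not pass. None of 8 DNA methyltransferases and demethylases passed (0 at an unadjusted p under 0.05). Of 8 measured genes listed for antimetabolites, Cda was lower by a log2 difference of -0.32 (limma adjusted p = 0.04), a call that ended in 5 of those 6 fits (adjusted p 0.0865 to 0.125). Cda deaminates cytidine analogues, so it acts on such drugs and is not their target. The other 7 genes did not pass. The calls of Jak2, Cdk7 and Cda were the only ones of their lists, also when adjusted over the list alone. None of 11 measured NF-kB pathway genes, of 5 thioredoxin reductases and monoamine oxidases or of 8 drug efflux pumps passed limma's test; at an unadjusted p under 0.05 there were 2, 0 and 1, and 1 NF-kB gene was lower and 1 pump higher when adjusted over the list alone. Camera called none of these lists, with adjusted p from 0.169 for tubulins to 0.816 for the reductases and oxidases.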

Two metabolic models were constructed with compounds and targets that have been compiled from our data set. The first model was constructed as a complete hypothetical network for visualization of the network assembly of 22 compounds tested on the MTT cell line (Table 2, and top compounds in Figure 3A). It contained 2153 nodes and 3091 edges (Figure 3B). All targets of a given drug were connected to all other drugs, generating a network from which maximum connected nodes can be visualized. 

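Of the 20 genes of Table S4, 14 have a probe set with 1 mouse gene symbol, and none of the 14 differed between MTT and MPC cells by limma at an adjusted p under 0.05, over all genes or adjusted over the list alone; 1 had an unadjusted p under 0.05. The study chose these genes partly on the MTT arrays, so the count is not independent evidence. Parp1, a DNA damage sensor, read a log2 signal of 11.28 ± 0.03 (SD, n = 3) in MTT and 11.24 ± 0.04 (SD, n = 3) in MPC cells. Mdm2, the ubiquitin ligase of p53, read 11.18 ± 0.01 (SD, n = 3) and 11.19 ± 0.02 (SD, n = 3), Apaf1, of the apoptosome, 9.40 ± 0.01 (SD, n = 3) and 9.39 ± 0.02 (SD, n = 3), and Birc5, the inhibitor of apoptosis survivin, 10.51 ± 0.02 (SD, n = 3) and 10.47 ± 0.03 (SD, n = 3). The largest difference of the list was that of Mapk8, a stress kinase, at -0.14 on the log2 scale (95% interval -0.24 to -0.03, limma adjusted p = 0.128), and it passed without MPC replicate 1 (adjusted p = 0.0355), with a mean-variance trend (adjusted p = 0.0317) and among genes above the median signal (adjusted p = 0.0480). Egfr read 7.03 ± 0.05 (SD, n = 3) in MTT cells and Fgf1 7.96 ± 0.05 (SD, n = 3). Camera gave an adjusted p = 0.754 for the list, while fry, which asks only whether the genes move one way on balance, gave an adjusted p = 0.0136 at a mean log2 difference of -0.019.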

Using eccentricity scores, a list of the top 20 targets was identified (Table S4) that were predicted to be biologically relevant. Functional enrichment analysis using Reactome Functional Interaction (FI) identified 406 gene ontology (GO) biological categories (p<0.05). 

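Of 11 histone deacetylases, the enzyme family that SAHA inhibits, Hdac11 alone differed between the lines: it was 9.11 ± 0.03 (SD, n = 3) in MTT and 9.33 ± 0.06 (SD, n = 3) in MPC cells, a log2 difference of -0.22 (standard error 0.04, limma adjusted p = 0.0145). That call ended in 3 of the 6 fits that left out 1 array (adjusted p 0.0535 to 0.0625). Hdac1 read 12.47 ± 0.02 (SD, n = 3) in MTT cells and 12.48 ± 0.02 (SD, n = 3) in MPC cells. Hdac2 read 12.34 ± 0.02 (SD, n = 3) and 12.39 ± 0.02 (SD, n = 3). Hdac4 had a log2 difference of -0.088 and Hdac10 one of -0.089, which did not pass. The same single gene was called when adjusted over the list alone. Camera did not call the family (adjusted p = 0.477), and fry did (adjusted p = 0.0172) at a mean log2 difference of -0.044. The correlation of Figure 3A with the human tumours was not recomputed, since the human arrays were not analysed here.

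**Figure D3:**
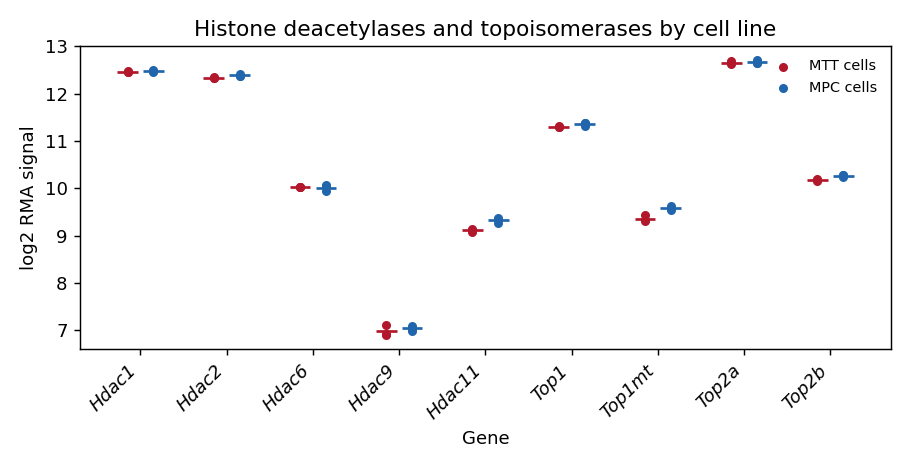
log2 RMA signal (vertical axis) of histone deacetylases and topoisomerases (horizontal axis) on the 3 MTT arrays (red) and the 3 MPC arrays (blue). Each point is 1 array and each bar the mean of 3. For Hdac11 the MTT mean is 9.11 and the MPC mean 9.33. Levels of different genes are not comparable.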

Interestingly, the HDAC inhibitor SAHA (vorinostat) was one of the compounds with the highest correlation (Figure 3A) between MTT cells and human PHEO/PGL samples based on the gene profile. The second network was constructed using targets associated with GO categories (DNA replication and histone deacetylation) corresponding to two of the top hub nodes: topoisomerase and histone deacetylase, respectively. This subnetwork (Figure S2A) contained 55 nodes and 99 edges and included 5 of the 22 drug targets. 

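Of 6 measured topoisomerases, the mitochondrial Top1mt differed between the lines, at 9.36 ± 0.07 (SD, n = 3) in MTT and 9.59 ± 0.05 (SD, n = 3) in MPC cells (log2 difference -0.23, standard error 0.05, limma adjusted p = 0.0183), also when adjusted over the list alone. That call ended in 4 of the 6 fits that left out 1 array (adjusted p 0.0592 to 0.0747). Among genes above the median signal, 2 of the 6 topoisomerases were lower. Top1, the target of the camptothecins, had a log2 difference of -0.051 (95% interval -0.13 to 0.03), and Top2b, a target of the anthracyclines, one of -0.096 (95% interval -0.17 to -0.02, limma adjusted p = 0.134). Camera did not call the topoisomerases (adjusted p = 0.401), and fry did (adjusted p = 0.00705) at a mean log2 difference of -0.068. From a potential relationship between its nodes, the paper proposes this subnetwork as a potential source of drug combinations, and takes as an example SAHA with epirubicin, an analogue of carubicinum.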

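Table S5 holds 15 genes besides drugs, and 14 of them have a probe set with 1 mouse gene symbol. The study chose them on its own network, and the paper's text does not state whether array values entered that choice, so the count is not independent evidence. Rmi1, a partner of the BLM helicase and topoisomerase III, rose by 0.26 on the log2 scale in MTT against MPC cells (standard error 0.03, limma adjusted p = 0.0029) and was the only one called, also when adjusted over the list alone. Rmi1 lies on chromosome 13, whose genes were higher in MTT cells as a whole. The checkpoint kinase Chek1 read 11.54 ± 0.01 (SD, n = 3) in MTT and 11.53 ± 0.03 (SD, n = 3) in MPC cells, and Tyms, thymidylate synthase, 11.54 ± 0.04 (SD, n = 3) and 11.54 ± 0.01 (SD, n = 3). Rfc4, of the clamp loader, had a log2 difference of -0.097 and Lig4, a DNA ligase, one of -0.084, and neither passed. Krt7 at 7.39 ± 0.05 (SD, n = 3) and Hdac9 at 6.98 ± 0.12 (SD, n = 3) in MTT cells lay under the median signal of all probe sets. Camera gave an adjusted p = 0.754 for the list.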

Based on eccentricity analysis, carubicinum, rubitecan and colchicine (Table S5) were found to have a greater influence on the subnetwork.

**Table 2:** Combination of SAHA and epirubicin in MTT cells.

IC_50_ folds	EPI/SAHA [µM]	Fraction Affected	CI	Effect	DRI EPI/SAHA
**4×**	20/4000	0.808566317	0.719	Synergistic	8.227/1.674
**2×**	10/2000	0.740589432	0.537	Synergistic	8.593/2.378
**1×**	5/1000	0.588437471	0.568	Synergistic	5.459/2.6
**0.5**	2.5/500	0.446667935	0.553	Synergistic	4.23/3.156
**0.25**	1.25/250	0.328056979	0.518	Synergistic	3.675/4.069

CI = Combination index. DRI = Dose reduction index.

### An example of drug combination with synergism analysis

The compiled list of drugs derived from our screening represented a useful selection of compounds with the potential to work effectively in the treatment of metastatic PHEO/PGL, either as single drugs or in combination. Moreover, our combined analysis of the drug screening and the microarray data sets suggested possible drug combinations that are supported by sporadic, but useful, reports in the literature on similar drugs or drug categories in the treatment of metastatic PHEO/PGL patients.

The subnetwork represented in Figure S2A and B constitutes a potential source of relevant drug combinations because of the potential biological relationship between any of two nodes in the network. As an example, we selected for study the combination of the HDAC1/2 inhibitor SAHA and a structural analogue of carubicinum, namely epirubicin, which is a more clinically relevant compound based on the reported use in therapeutic combination for PHEO [30] and for other tumors [31]. We combined epirubicin with SAHA at a constant ratio (1∶200) in doses approximately equal to their IC_50_ and also in concentrations equally distributed above and below the relative IC_50_s. For this reason we first determined the relative IC_50_ for each single compound: 1 µM for SAHA and 5 nM for epirubicin (Figures 4A and B). As shown in Table 2 and Figure 4C (median-effect index) and D (algebraic estimate of the combination index), this combination produced a synergistic effect at all concentrations tested. The benefits of combining these two drugs were seen in the dose reduction index (DRI), as described in Materials and Methods. Reducing the concentration of a single drug when given in combination may lead to a reduction of the side effects of each drug. This strategy represents a promising approach to test potentially clinically useful combinations, using a combination of traditional qHTS screening testing with innovative microarray analysis.

**Figure 4:**
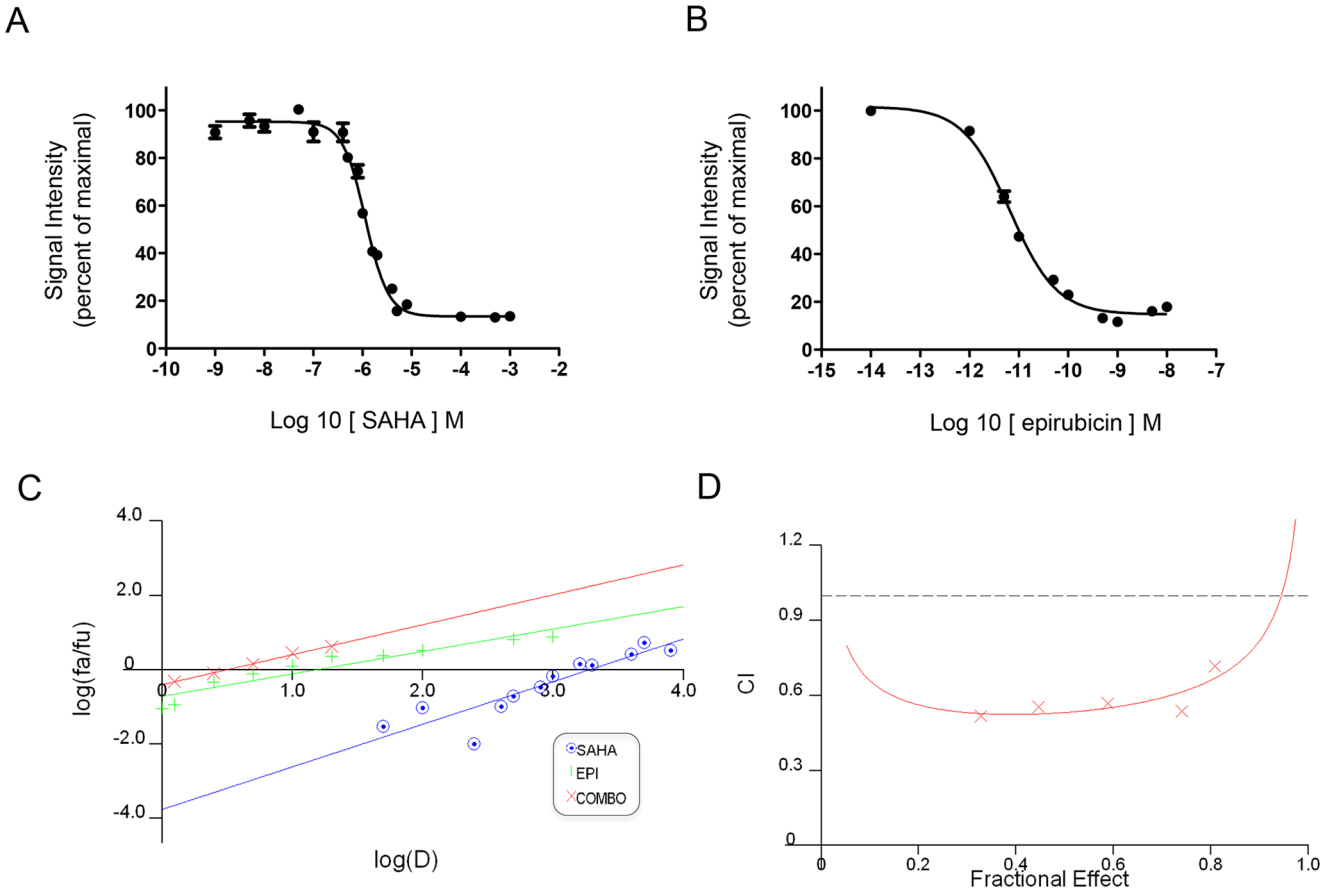
Drug combination analysis. A and B) Dose response curves for SAHA and Epirubicin; C) Median-effect plot; D) Algebraic estimate of the combinational index (CI) for the combination of epirubicin with SAHA relative to the fraction of affected cells.

## Discussion

In the present study, we identified drugs by a repurposing approach from the screening of an extensive library containing FDA-approved compounds that are cytotoxic for PHEO cell lines. We further validated active compounds from the screen and used data from human and murine microarrays to extrapolate potential clinically useful information to help select the hits with highest clinical potential. We used our approach to suggest an example of a synergistic drug combination using the HDAC inhibitor SAHA and the topoisomerase inhibitor epirubicin, which could represent an example of possible successful treatment for metastatic PHEO/PGL.

HTS of chemical libraries is a powerful generator of potentially clinically useful compounds to treat metastatic PHEO/PGL. This approach is novel for the field of PHEO/PGL, which is now experiencing a renaissance of interest in drug discovery, in particular in the evaluation of novel targeted therapies, especially following the discovery of several novel gene mutations (and consequently several intracellular signaling pathways with potential cellular targets) predisposing to the disease [32].

Compared with other cancer types, one of the major challenges in the development of novel therapeutics for metastatic PHEO/PGL is the absence of *bona fide* human cell lines for cell-based preliminary testing; viable and functionally active primary cells can be obtained from donated tumor tissue but unfortunately do not proliferate [33]. For this reason we used an alternative approach to extract clinically useful information by crossing and combining data from our primary qHTS drug screening with information available about the expression profiles of a murine and a human microarray data set. Of note, however, the cell lines we used in our assays represented viable models of PHEO. For example, the recent discovery of mutations in the MAX gene (which is part of the Myc-Max-Mxd1 network) [17] highlights the value of the rat PHEO cell line PC12, which lacks a functional MAX gene, as previously described [34], [35]. Also NF1 loss of function, found in the MPC cell line used in our assays, has been recently identified as a frequent occurrence in sporadic PHEO [18].

Using meta-analysis information from molecular targets of the top drugs identified by our screening with gene expression data from human and murine microarrays, we identified potential drugs to be used as single drugs or in combination.

There are multiple advantages of screening small molecule libraries of clinically approved compounds by repurposing strategies, including the possibility of introducing these drugs more rapidly into clinical trials because those drugs have already been used in humans for the treatment of other diseases, including other types of cancer. Drugs that received regulatory approval have already proven to be safe and effective for a particular disease, and we have historical information regarding the long-term side effects of the drug in a large population, which makes repurposing them for other diseases less time-consuming. Moreover this approach overcomes several of the economic and technical bottlenecks that are inherent to the drug discovery process [36]. Furthermore, the repurposing of drugs for new indications, including rare diseases such as PHEO/PGL, is gaining momentum in several areas of medicine, as the cost of developing novel chemical entities is becoming extremely expensive and time-consuming, often with a questionable outcome for the patients [11], [37].

Our primary qHTS screening has identified several compounds with potential activity on PHEO/PGL. The repertoire of compounds identified is a potential source available to the PHEO/PGL community for further testing, either as single drugs or in combination, either with other drugs in our list or with other drugs that have shown activity on PHEO. Of particular interest, the antitubulin drugs seem to emerge from our screening as a group of drug with a prominent “class effect” on PHEO, with potent activity in the low nanomolar range. This suggests that these compounds may have activity as single agents in the treatment of metastatic PHEO and possibly PGL.

The secondary screening confirmed activity of several compounds, including the antitubulin agents, the HDAC inhibitor SAHA and the topoisomerase inhibitor rubitecan. Subsequent analysis combining the results from the screening with data from expression microarray assays resulted in the selection of two drugs for combination testing.

The drug combination we chose as an example of using data from the human microarray crossed with the cellular network of gene targets of the drug identified by the screening find validation also in the literature. Interestingly, SAHA has been described as a drug that induces SDHB protein stabilization and the entry of this protein (although mutated but still functional) into the mitochondria [38]. HDAC inhibitors were also found to be excellent drugs to increase the uptake of MIBG into PHEO cells [39]. Moreover, the anthracycline drug epirubicin has been already used with success in a drug combination study for the treatment of malignant PHEO [30]. The combination of topoisomerase and HDAC inhibitors has been explored also in other cancer types. Recently, Gray et al. [31] described this combination in small cell lung cancer, and other reports validate this therapeutic approach. The optimal dosing and timing of administration is still an open debate in the literature, and future experiments will need to address this problem in the setting of PHEO. Interestingly, another topoisomerase II inhibitor, doxorubicin, that was used as a control in the qHTS screening and in the MTT assays, showed good activity in inhibiting the proliferation of PHEO cell lines. In addition, HDAC inhibitors may influence the level of acetylation of other non-histone effector molecules, including Hsp90 and NF-kB, two other important molecular targets in PHEO.

Of note, our screening was able to identify compounds that we have already explored for the potential treatment of PHEO, and so they acted as internal controls of the validity of our approach. For example, one of the drugs in the top 50 active compound list was the Hsp90 inhibitor 17-AAG, which we investigated in further detail in another study [29]. Two other compounds, RTA 402 and parthenolide, have NF-kB as a molecular target, in agreement with our recent study on the role of its inhibition as a potential therapeutic approach [40]. Interestingly, we also found that several compounds from our screening are in the same class/category of compounds in the mainstay chemotherapy treatment (CVD combination), such as microtubule inhibitors, which represent a prominent category in our results.

Another prominent category from our screening was represented by drugs targeting DNA. Recent evidence points to a role of DNA methylation in the pathogenesis of SDH mutant PHEOs [41], opening the opportunity to use drugs such as the DNA methyltransferase inhibitor decitabine (5-aza-2′deoxycytabine), which was one of the hits in our screening.

In conclusion, we have presented here the adoption of an integrated approach to discover potentially clinically useful compounds for the treatment of metastatic PHEO/PGL, and we hope that this strategy will help to move forward the field of drug development for other orphan diseases.

## Supporting Information

Cytoscape Network S1 Supplemental data.
(CYS) Click here for additional data file.

Figure S1 Enrichment analysis. Enrichment analysis (by therapeutic category) of active compounds from the primary screening of the NPC drug library. Gray bars represent the total number of drugs in the specific therapeutic category, white bars represents the number of active compounds and black bars represents the results of the enrichment analysis as described in the Material and Methods section. The green dash line marks an enrichment ratio >20% in the active drugs.
(TIF) Click here for additional data file.

Figure S2 Subnetwork and hubnodes. A) Subnetwork with all interactions associated with drugs that include topoisomerase (DNA replication) and histone deacetylase (telomerase maintenance). B) Top 20 hubnodes network derived from the global network, colored by up- and down-regulated genes common to human PHEO SDHB and murine MTT cells.
(TIF) Click here for additional data file.

Table S1 NPC library screening, top compounds. 

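Table S1 gives for each compound the curve class of its dose response, an IC_50_ in µM and an efficacy, written as a negative percent because signal is lost. These are the paper's values. The 76 compounds of the table fall into 13 of curve class -1.1, 4 of class -1.2, 22 of class -2.1 and 37 of class -2.2, where classes beginning with -1 are complete curves and those beginning with -2 partial ones. Efficacy in the paper's table runs from -60.0% to -124%, and the paper's IC_50_ values from 0.237 to 26.6 µM, 37 of them under 10 µM and 4 at most 1 µM. Among these 76 compounds homoharringtonine is the most potent at the paper's 0.237 µM, followed by colchicine, nocodazole and bortezomib. The paper's Table 1 also holds compounds of weaker efficacy, and there paclitaxel and decitabine have lower IC_50_ values. Of the 13 compounds in class -1.1, 7 contain mercury, and their IC_50_ values in the paper's table lie between 2.37 and 2.99 µM.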

Seventy-six high-confidence active compounds identified in the quantitative high-throughput screening with curve class 1.1, 1.2, 2.1 and 2.2, and maximal inhibition over 60%.
(XLSX) Click here for additional data file.

Table S2 NPC library screening, complete list.Complete list of compounds from the NPC library including active, inconclusive and inactive compounds. The table includes the NCG compound identification number (Sample ID), chemical structure composition, type of curve class based on the screening analysis, IC_50_ (in µM), efficacy and the identification of the compound as active, inconclusive or inactive based on the curve classification illustrated in Figure S1.
(XLS) Click here for additional data file.

Table S3 Gene targets-drugs correlation. List of drugs and their targets compiled from databases as described in Materials and Methods (first column) or mapped to the microarray (second column).
(DOCX) Click here for additional data file.

Table S4 Centrality scores. Top 20 genes based on the centrality score from the network common to SDHB (human) and MTT cells (murine), to look at the similarity of the dataset (MTT with SDHB) based on the microarray data.
(DOCX) Click here for additional data file.

Table S5 Hubnodes scores. Top 20 hubnodes (nodes with the most association in the network) showing the node importance score (derived from the eccentricity method). The hubnode can be either a gene or a drug in the interrelating network. The highest is the number of associations of a hubnode, the highest is the score.
(DOCX) Click here for additional data file.

# Supplementary material for: High-Throughput Screening for the Identification of New Therapeutic Options for Metastatic Pheochromocytoma and Paraganglioma
**Source:** PLoS One. 2014 Apr 3;9(4):e90458. doi: 10.1371/journal.pone.0090458
**Supplement:** Table S3 — Gene targets-drugs correlation. List of drugs and their targets compiled from databases as described in Materials and Methods (first column) or mapped to the microarray (second column).

**Table S3.**

| **Name** | **Compiled from database** | **Mapped to array** |
| --- | --- | --- |
| Flavopiridol-hydrochloride-hydrate | 1146 | 983 |
| Colchicine | 550 | 425 |
| 17-Allylamino-geldanamycin | 406 | 361 |
| Rubitecan | 335 | 301 |
| Carubicinum | 266 | 237 |
| 1-Hydroxypyridine-2-thione-zinc-salt | 159 | 136 |
| Zinc pyrithione | 159 | 136 |
| Phenelzine-sulfate | 14 | 7 |
| SAHA | 10 | 4 |
| Bortezomib | 9 | 4 |
| Lestaurtinib | 5 | 5 |
| Mycophenolate mofetil | 5 | 1 |
| Mycophenolic acid | 5 | 1 |
| Auranofin | 5 | 2 |
| Azacitidine | 4 | 1 |
| 5-Aza-2-deoxycytidine | 4 | 1 |
| Topotecan hydrochloride | 2 | 2 |
| Proflavine hemisulfate | 2 | 1 |
| Paclitaxel | 2 | 2 |
| Proguanil hydrochloride | 1 | NA |
| Parthenolide | 1 | NA |
| Trimetrexate glucuronate | 1 | NA |

# Supplementary material for: High-Throughput Screening for the Identification of New Therapeutic Options for Metastatic Pheochromocytoma and Paraganglioma
**Source:** PLoS One. 2014 Apr 3;9(4):e90458. doi: 10.1371/journal.pone.0090458
**Supplement:** Table S4 — Centrality scores. Top 20 genes based on the centrality score from the network common to SDHB (human) and MTT cells (murine), to look at the similarity of the dataset (MTT with SDHB) based on the microarray data.

**Table S4.**

| Rank | Name | Score |
| --- | --- | --- |
| 1 | TP53 | 0.24919 |
| 1 | PARP1 | 0.24919 |
| 1 | HDAC2 | 0.24919 |
| 1 | SUMO1 | 0.24919 |
| 1 | APAF1 | 0.24919 |
| 1 | TOP2A | 0.24919 |
| 1 | CDKN1A | 0.24919 |
| 1 | CASP9 | 0.24919 |
| 1 | CDK1 | 0.24919 |
| 1 | MAPK8 | 0.24919 |
| 1 | HDAC1 | 0.24919 |
| 1 | MAPT | 0.24919 |
| 1 | POLR2A | 0.24919 |
| 1 | FGF1 | 0.24919 |
| 1 | CASP3 | 0.24919 |
| 1 | RAD51 | 0.24919 |
| 1 | EGFR | 0.24919 |
| 1 | BIRC5 | 0.24919 |
| 1 | MDM2 | 0.24919 |
| 1 | MAPK1 | 0.24919 |

# Supplementary material for: High-Throughput Screening for the Identification of New Therapeutic Options for Metastatic Pheochromocytoma and Paraganglioma
**Source:** PLoS One. 2014 Apr 3;9(4):e90458. doi: 10.1371/journal.pone.0090458
**Supplement:** Table S5 — Hubnodes scores. Top 20 hubnodes (nodes with the most association in the network) showing the node importance score (derived from the eccentricity method). The hubnode can be either a gene or a drug in the interrelating network. The highest is the number of associations of a hubnode, the highest is the score.

**Table S5.**

| Rank | Name | Score |
| --- | --- | --- |
| 1 | Carubicinum | 0.33333 |
| 1 | Rubitecan | 0.33333 |
| 1 | Colchicine | 0.33333 |
| 4 | LIG4 | 0.25 |
| 4 | 17-Allylamino-geldanamycin | 0.25 |
| 4 | KRT7 | 0.25 |
| 4 | TOP1 | 0.25 |
| 4 | HDAC9 | 0.25 |
| 4 | SSRP1 | 0.25 |
| 4 | CHEK1 | 0.25 |
| 4 | RAD9A | 0.25 |
| 4 | CDC25C | 0.25 |
| 4 | HMGB2 | 0.25 |
| 4 | HDAC2 | 0.25 |
| 4 | HDAC6 | 0.25 |
| 4 | RMI1 | 0.25 |
| 4 | Flavopiridol hydrochloride hydrate | 0.25 |
| 4 | EGF | 0.25 |
| 4 | TYMS | 0.25 |
| 4 | RFC4 | 0.25 |

How the deposited data were processed for this re-analysis (not part of the article)

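Gene expression was measured in 3 samples of MTT cells and 3 of MPC cells, each on 1 Affymetrix Mouse Gene 1.0 ST array. The authors deposited log2 values after the RMA method, which subtracts background, normalizes quantiles over arrays and summarises the probes of a probe set. The methods name RMA in Partek and in R, and the submitters' processing notes name Affymetrix Expression Console and RMA; versions are not given in the sources used here. A gene-wise Z-score, which the methods also name, is not in the deposited values.

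Computed here from these log2 values were the differences between lines, their tests and the correlations between arrays, in R 4.3.3 with limma 3.58.1 and data.table 1.17.8; figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes were named through the platform's annotation and the RefSeq gene table of GRCm38.p6, which was used only for names, chromosomes, lengths and the order of neighbouring genes, since the build of the files is not given. Of 21640 probe sets with 1 gene symbol, 21553 matched that table, and 954 genes had several probe sets, of which the brightest was used. MTT and MPC cells were compared with limma (lmFit and eBayes), two-sided, with Benjamini-Hochberg adjusted p under 0.05, and a further count required a 2-fold difference. Gene lists, 35 in all, were tested with camera at a preset correlation of 0.01, and fry and camera with an estimated correlation were run beside it. The lists, the tests, the rule for named genes and the alternatives were fixed before the data were examined, except where said. The rule selects every gene of the paper with a probe set, the 10 largest increases and 10 largest decreases among genes past the threshold whose arrays do not overlap, and up to 4 members of each list with the smallest p; 1 predicted transcript was passed over among the decreases. Of the paper's genes and of the list members that the rule selects, the text names a part.

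The tests were tried on simulated data of the MTT and MPC comparison with 19937 genes. All 100 genes changed by 1 on the log2 scale and 76 of 100 changed by 0.25 were recovered, with 12 false calls among 188. Signal depth on an array cannot be counted as reads can, so the number of arrays limits the precision. The alternatives were ordinary variances, a mean-variance trend, the replicate number as a block, the mean of a gene's probe sets, a filter on dim genes, all probe sets, 2 further normalizations, leaving out each array, and other set tests; leaving out chromosomes 13 and 19 was added after the data were seen. The paper's Table S1 was counted as it stands, and Table S2 was not used here. The human arrays, the drug target lists and the screen's raw data were not analysed here.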

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

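The tests of chance placement, of genes of like length and of copy number for the chromosomes, of a mislabelled array and of Y loss, of culture for the hypoxia genes and, though its setting was planned, of correlated members among them were chosen only after the result was seen. The paper reports the MTT arrays and not the MPC arrays, and each result here is a signal that the comparison of both shows. MTT and MPC cells differed in 1569 genes by limma. Of the 10 ways to split the 6 arrays into 3 and 3, only the real split, 1, gave as many, and the highest of the others gave 0; with 10 splits no share under 0.05 can be reached. Of all genes, 27.2% had no overlap between the arrays of the lines, where chance gives 10%.

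Genes of chromosome 13 were higher and genes of chromosome 19 lower in MTT cells. Over genes above the median signal the median log2 difference was 0.18 on chromosome 13 and -0.11 on chromosome 19 (called among all genes of the chromosome, bright or dim, were 249 higher and 12 lower on chromosome 13 and 7 higher and 111 lower on chromosome 19), while the medians of the other 18 chromosomes lay between -0.03 and 0.02. A permutation test with 10000 random gene sets gave p = 1e-04 for both, the smallest it can give; it treats genes as independent, and chromosomes 8, 11, 14 and 18 also passed it after adjustment. A single array or the normalization is argued against. The medians kept at least 90.4% of their size in every fit without 1 array and after 2 further normalizations. A single cluster of neighbours is argued against too, since 100% of the overlapping windows of 20 neighbouring genes had the sign of their chromosome. Still, the weakest window's median was only 0.0434 on chromosome 13 and -0.0328 on chromosome 19. Gene length is argued against by a comparison with genes of like length elsewhere. In each of 4 groups of genes by length the medians kept at least 64.9% of their size. Removing a trend with length and signal left 98.5% but moved genes by a median of 0.00265, too little to test length. A copy number difference between the lines is a candidate explanation that stays open: dim genes of these chromosomes had medians near 0 (farthest, -0.0197), but probe sets near the background could not show a shift, and no DNA was measured.

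Uty, Eif2s3y and Kdm5d, on the Y chromosome, were lower in MTT cells, with log2 differences of -2.27 (standard error 0.11, limma adjusted p = 1.92e-05), -2.13 and -0.86. Their MTT signals of 5.10, 4.75 and 5.92 are not shown to lie above background. A mislabelled array is argued against by a gap of at least 0.61 between the lowest MPC and the highest MTT array of each gene. Uty and Eif2s3y were also named by a rule that asks for arrays without overlap, so a gap was fixed for them and not for Kdm5d. Signal from the X-linked paralogues Kdm6a, Eif2s3x and Kdm5c is argued against by their differences, the farthest from 0 being -0.0758. Loss of the Y chromosome from MTT cells stays open: of 9 Y-linked genes measured, 3 were lower and none higher. Of 6 above the level of dim probe sets 4 had a lower signal, but Sry and Uba1y did not. Sry had a log2 difference of 0.0877 (8.55 in MTT and 8.46 in MPC cells, limma adjusted p = 0.352) and Uba1y one of 0.062. Usp9y had one of 0.14, but its MPC signal of 4.49 is not shown to lie above background, so it says nothing on loss. The bound set for this test, that a Y-linked gene well above the dim probe sets falls, was met by Sry in the direction against loss; it compares signals of different probe sets, which carry different backgrounds, so it decides nothing either way.

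Hypoxia response genes had a mean log2 difference of -0.17 in MTT cells: of 21 measured, 6 were lower and 1 higher (9 and 1 when adjusted over the list alone), among them Egln3, with a log2 difference of -0.69, Pdk1 with -0.92, Bnip3 with -0.43 and Hk2 with -0.34 (camera adjusted p = 0.000176, and adjusted p = 0.748 with an estimated correlation; without MTT replicate 2 none was higher). Location on chromosomes 13 and 19 is argued against for this list: only 1 of the 21 lies on chromosome 13 and none on chromosome 19. Without these chromosomes, a setting chosen after the data were seen, the mean was -0.19, with 6 of 20 genes lower and none higher. That setting removes only 1 gene, so its mean is no separate test of location. The argument rests on the count of members on these chromosomes. Members that vary together may account for the set call, which ended once their correlation was estimated, at 0.252. That loss cannot decide it, since the neuronal structure list also lost its call, at an estimated correlation of 0.0069, under the preset 0.01. The calls of Pdk1 and Bnip3 ended without moderation of the variances (adjusted p = 0.0769 and 0.0875). Culture at collection cannot be told apart from the lines: the methods give both the same medium and 80% confluence, but no density or medium was measured per sample here, and although the list's mean separates the arrays (its highest MTT array lies 0.0883 under its lowest MPC array, beside a range of up to 0.10 within a line), a culture effect on a whole line would also give that; a difference between the lines themselves stays open too.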

How the results depend on the processing

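Leaving out chromosomes 13 and 19 was chosen only after the results were seen. The count of 1569 genes became 2416 with a mean-variance trend (1302 lower), 942 over all probe sets (506 higher, 436 lower) and 824 without moderation of the variances (428 higher, 396 lower); with genes above the median signal only, 1196 were lower and 20 changed at least 2-fold. Without 1 array the count ranged from 891 to 1276 (462 to 617 higher, 429 to 659 lower), with fewer samples in each such fit; without chromosomes 13 and 19, 469 were higher. Whether the replicate numbers pair the arrays stays open. The correlations of same-numbered deviations were 0.116, 0.0735 and 0.249, all positive, but not all pass the bound set for it. Of the arrays, 6 of 6 lay closest to their own number, a hint from the data and not the design. The replicate block gave 1501 genes. With an estimated correlation none of the list calls held. These losses cannot be put down to correlated members. For neuronal structure the estimate of 0.0069 lay under the preset 0.01, yet the unadjusted camera p rose from 2.05e-05 to 0.0120. The mean differences stay at -0.10 for antigen presentation (adjusted p = 0.721), 0.10 for dense-core granules (0.358) and -0.17 for hypoxia (0.748). They stay at 0.0746 for neuronal structure (0.227) and -1.32 for the list of Uty, Eif2s3y, Kdm5d and the X-linked Xist (0.227). Camera on ranks ended the calls of granules (0.10, adjusted p = 0.0684) and of the list with Xist (-1.32, adjusted p = 0.0523). Antigen presentation also lost its call among genes above the median signal (-0.0730, adjusted p = 0.383) and without chromosomes 13 and 19 (-0.0765, adjusted p = 0.0792). Fry, which does not compare a list with other genes, also called the epithelial and mesenchymal genes (0.0317), histone deacetylases (-0.0441), Hsp90 chaperones (-0.0243), NF-kB genes (-0.0430), susceptibility genes (-0.0314), Table S4 genes (-0.0186) and topoisomerases (-0.0684). Gene-wise Z-scores turned the lowest replicate correlation of MTT arrays to -0.0794, that of MPC arrays to -0.154 and the highest between lines to -0.160, as centring each gene does by construction; it was 0.9971 over probe sets above the median, 0.9990 over those with 1 symbol, and 0.9974 to 0.9978 without 1 array. Of 75 named genes past the threshold, 48 passed in every setting that tested them, of 14 in all, and none changed direction; without moderation of the variances 25 of them lost their calls, Hdac11, Top1mt, Cda, Cdk7, Kif11, Cenpe, Slc6a2, Dusp4, Egr1, Junb, Fosb, Sox11, Tap1, Ifit1, Ifit3, Scarb1 and Sstr1 besides those said elsewhere to do so; low signal over background limits what dim probe sets can show, and beyond the fewer samples or genes of a setting the cause was not tested.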

Differences from the paper's values

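The rounding of potencies was the only setting here chosen after the values were seen. None of the values computed here on the scale of the deposited signals differs from the paper's by more than 1.5 times. The paper's lower bound of the replicate correlation is 0.98, and the lowest r between MTT arrays was 0.9974; after gene-wise Z-scores it was -0.0794. The paper's text counts 40 compounds with potency below 10 µM and Table S1 holds 37, also with the limit taken after rounding to 1 decimal. It counts the paper's 5 compounds at 1 µM or less and Table S1 holds 4; rounding to 1 decimal, a setting chosen after the values were seen, gives 5.

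Table 2 heads its dose column in µM, while the paper's text gives the single-drug doses that its 1-fold row of 5 and 1000 stands for in nM for epirubicin and 1 µM for SAHA, so the column reads as nM.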

Other observations

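The test of imprinted genes was chosen only after the result was seen. Genes of cell adhesion, matrix and invasion moved in both directions. Of 26 measured, 6 were higher and 3 lower in MTT cells (6 and 5 when adjusted over the list alone), and camera did not call the list (adjusted p = 0.529). Snai2, a transcription factor of epithelial-mesenchymal transition, rose by 0.61 on the log2 scale, the protease inhibitor Timp2 by 0.52 and the protease Mmp2 by 0.45, while the laminin receptor subunit Itga6 fell by 0.70. Of 15 antigen presentation and interferon genes, 4 were lower and none was higher (1 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.00619, and adjusted p = 0.721 with an estimated correlation): Tap2 had a log2 difference of -0.28, Tap1 of -0.26, and Ifit1 and Ifit3, both on chromosome 19, of -0.31 and -0.24. The call of the list also ended without the genes of chromosomes 13 and 19, a setting chosen after the data were seen (adjusted p = 0.0792), and among genes above the median signal (adjusted p = 0.383). With the replicate number as a block the call of Ifit3 ended (adjusted p = 0.0503). The calls of Tap1, Ifit1 and Ifit3 ended in 4, 2 and 4 of the 6 fits that left out 1 array (adjusted p 0.0505 to 0.0985). Without MPC replicate 2, 1 gene was lower, and 2 were without MTT replicate 2 or 3. Of 14 immediate early and stress genes 1 was higher and 3 were lower (2 and 4 when adjusted over the list alone; 1 lower without MTT replicate 2 or 3 or MPC replicate 1 or 3). The calls of Junb and Fosb, with log2 differences of -0.20 and -0.33, ended in 6 and 4 of those fits (adjusted p 0.0567 to 0.153 and 0.0599 to 0.0754). Atf3 rose by 0.27 and Gadd45b fell by 0.25 on the log2 scale, calls that ended without moderation of the variances (adjusted p = 0.0554 and 0.0522). The somatostatin receptor Sstr2 fell by 0.23, and Sstr1 had a log2 difference of 0.18, a call that ended in 5 of those 6 fits (adjusted p 0.0601 to 0.0757). Among pheochromocytoma susceptibility genes Sdhaf2, on chromosome 19, fell by 0.21 and was the only one of 15 past the threshold, also when adjusted over the list alone.

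Camera called none of the 6 lists of markers of other cell types. Of hepatocyte markers Trf rose by 0.60, and of fibroblast markers Postn rose by 1.09 and Thy1 fell by 0.50; of adrenal cortex markers Scarb1 had a log2 difference of -0.17, a call that ended in 4 of the 6 fits that left out 1 array (adjusted p 0.0850 to 0.108), and no marker of endothelium, leukocytes or Schwann cells passed limma's test, while 1, 1 and 0 had an unadjusted p under 0.05.

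Imprinted genes may differ between the lines more often than other genes, a hypothesis prompted by Nnat and tested without it. Of 30 imprinted genes above the median signal, 9 passed the threshold (30.0%), against 1341 of 11384 other genes (11.8%; one-sided Fisher's exact p = 0.00624). Peg10 rose by 0.52, Rtl1 by 0.38, Kcnk9 by 0.35, Ppp1r9a by 0.25, Mest by 0.21, and Meg3 and Dlk1 by 0.15 each, while Nap1l5 fell by 0.17 and Igf2r fell by 0.14. Several lie in shared clusters, as Dlk1, Meg3 and Rtl1 do, so the genes are not independent which the test does not take into account.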
